A study of Mus musculus with 21 samples. Its data were reported in "Single-cell analysis of bidirectional reprogramming between early embryonic states identify mechanisms of differential lineage plasticities in mice" (2024).

How the data were processed

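Ribosomal RNA-depleted (as the authors state), strand-preserving RNA-seq libraries from mouse cells were analysed in 2 tables of gene counts. The guide table held 10 libraries of line 3F2 XEN cells, which are extraembryonic endoderm stem cells: 2 with an empty vector and 2 for each of 2 single guide RNAs (sgRNA) against Gata4 and 2 against Gata6. The line table held 11 libraries of XEN cells and of induced pluripotent stem (iPS) cells made from them, for lines 3F2, 3F4 and 3F6. The authors' methods describe plasmid transfection of Cas9 and guide, sorting of transfected cells, and collection of mCherry-positive cells at an early stage of reprogramming on feeder fibroblasts with doxycycline. The cells carry a doxycycline-inducible cassette of Pou5f1, Klf4 and Sox2 in the Col1a1 locus, so reads of these genes can come from the cassette.

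Both tables hold raw read counts per gene as deposited by the authors, not normalized. The submitters' processing notes name STAR 2.7.10, SAMtools, featureCounts of Subread 2.0.6, DESeq and the build GRCm38 (mm10). The authors' methods name other software, an older aligner and counter, for iPS and XEN comparisons, and the strand setting of the counting was not given in the sources used here. Each table listed 27725 rows, of which 129 were exact repeats of a gene identifier already listed and were removed, leaving 27596 genes. These repeats held 3.16% to 3.99% of the deposited counts per library in the guide table and 1.89% to 6.10% in the line table. Counts from 1 to 20 were even in 76.0% to 79.4% of cases in the guide table and 64.7% to 82.0% in the line table, against 50% by chance. Both mates of a pair were therefore mostly counted, and the counts overstate the number of fragments. The 13 mitochondrial genes held no reads in either table and were not tested. Of the gene identifiers, 27578 were in the reference annotation used here, a GENCODE annotation of GRCm38, from which coordinates were taken. Values of genes that overlap a neighbour or an antisense gene, or that have close copies such as Pou5f1 and its pseudogenes, are uncertain, since shared reads could not be told apart in the counts.

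Total counts per library after removal of repeats were 32238497 to 44459731 in the guide table and 27473106 to 68296955 in the line table. Histone genes held 0.00608% to 0.00741% of counts in the guide libraries and 0.0903% to 0.713% in the line libraries. Whether both tables came from the same library preparation is therefore uncertain. This also bears on gene sets taken from the line table and used in the guide table. Counting intervals and floors cover counting error only, and treat each count as independent. Reads are not independent molecules and both mates were mostly counted, so the intervals are too narrow and the floors too low. A gene without reads in a group was given a floor of 3 counts over that group. With 1 to 3 counts, the ratio is printed with a 95% counting interval.

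Groups were taken from the sample labels. Nothing in the labels shows separate cultures behind replicates, so p-values measure only the spread between libraries, which may be technical. The quasi-likelihood test of edgeR 4.0.16 (R 4.3.3, limma 3.58.1) with trimmed mean (TMM) normalization, the default low-count filter and Benjamini-Hochberg (BH) adjustment was the main test. Guide libraries were fitted together as 5 groups. Genes were called at an adjusted p under 0.05 and a fold change of at least 1.5, or under 0.01 and 2 for iPS against XEN cells, where line was a block. The difference between lines was tested as an interaction at the same adjusted p. CPM are counts scaled by the total count and TMM factor of the library unless named as plain CPM, which use the total count. The test was checked on simulated counts. Of 100 genes changed 2-fold in the Gata4 contrast, 97% were recovered over 13396 genes, with 3 false calls. For iPS against XEN cells, over 14884 genes, 9% of 100 genes changed 2-fold and 63% of 100 changed 4-fold were recovered, with 0 false calls.

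Before the data were examined, 28 gene lists, the alternatives and a rule for named genes were fixed. The rule names Gata4, Gata6, Pou5f1, Klf4, Sox2 and Nanog, the 6 highest and 6 lowest fold changes among called genes of at least 10 CPM whose direction held for each guide or line and whose groups did not overlap, and up to 4 members per list with the smallest adjusted p. Lists covered GATA factors, primitive, parietal, visceral and anterior visceral endoderm, naive, general and formative pluripotency, trophoblast, primitive streak, neuroectoderm, fibroblasts, germline, immediate early genes, p53 targets, interferon response, DNA methylation, FGF and WNT signalling, epithelial and mesenchymal genes, cell cycle, cholesterol synthesis, glycolysis, endoplasmic reticulum (ER) folding, imprinted, sex-linked and mitochondrial genes. Each list was tested with camera of limma, with preset and with estimated correlation between genes, and with fry, which asks whether members move one way on balance. Alternatives were other normalization (RLE), no filter, DESeq2 1.42.0, other thresholds, blocks, single guides or lines, and leaving out each library. Counts summed per guide, halved counts, and fits without libraries that stood apart were added after seeing the data. Replicate numbers were checked for pairing and none was assumed.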

Results

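Gene expression was measured in 2 sets of mouse libraries. In the guide experiment, XEN cells of line 3F2, which grow from the extraembryonic endoderm of the embryo and are set on the way to iPS cells by an inducible cassette of Pou5f1, Klf4 and Sox2, had received Cas9 with an empty vector, 1 of 2 guides against Gata4 or 1 of 2 guides against Gata6. Each of these 5 groups had 2 libraries. In the line experiment, iPS cells of lines 3F2, 3F4 and 3F6 had 2 libraries each, XEN cells of 3F2 and 3F6 had 2 each, and XEN cells of 3F4 had 1. Total counts per library were 32238497 to 44459731 in the guide experiment and 27473106 to 68296955 in the line experiment. Replicates in the guide experiment were close, with a biological coefficient of variation of 3.44%, against 27.7% in the line experiment when both were fitted by group. With line as a block it was 39.3%, which also holds differences of the change between lines.

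The targeted genes were examined first, as a check of the guide labels. Gata4 (ENSMUSG00000021944), a zinc finger factor of the endoderm at chromosome 14, 63198922 to 63271692 (GRCm38), had 937 ± 7.66 CPM with the empty vector (SD, n = 2) and 598 ± 36.6 CPM with the Gata4 guides (n = 4). All 4 Gata4 libraries lay below both empty vector libraries, and the log2 fold change was −0.65 (SE 0.02, edgeR quasi-likelihood, BH-adjusted p = 6.33e-45). Gata6 (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635), its relative in the same lineage, was not lower in the libraries labelled Gata6 sgRNA. It had 118 ± 1.67 CPM there (n = 4), against 103 ± 1.24 with the empty vector (n = 2), a log2 fold change of 0.20 that did not reach the fold threshold. The mRNA therefore gives no check of the Gata6 labels, since a small edit can leave the mRNA in place, and each result below refers to libraries labelled Gata6 sgRNA. Gata4 mRNA had 971 ± 8.28 CPM in those libraries (n = 4).

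**Figure D1:**
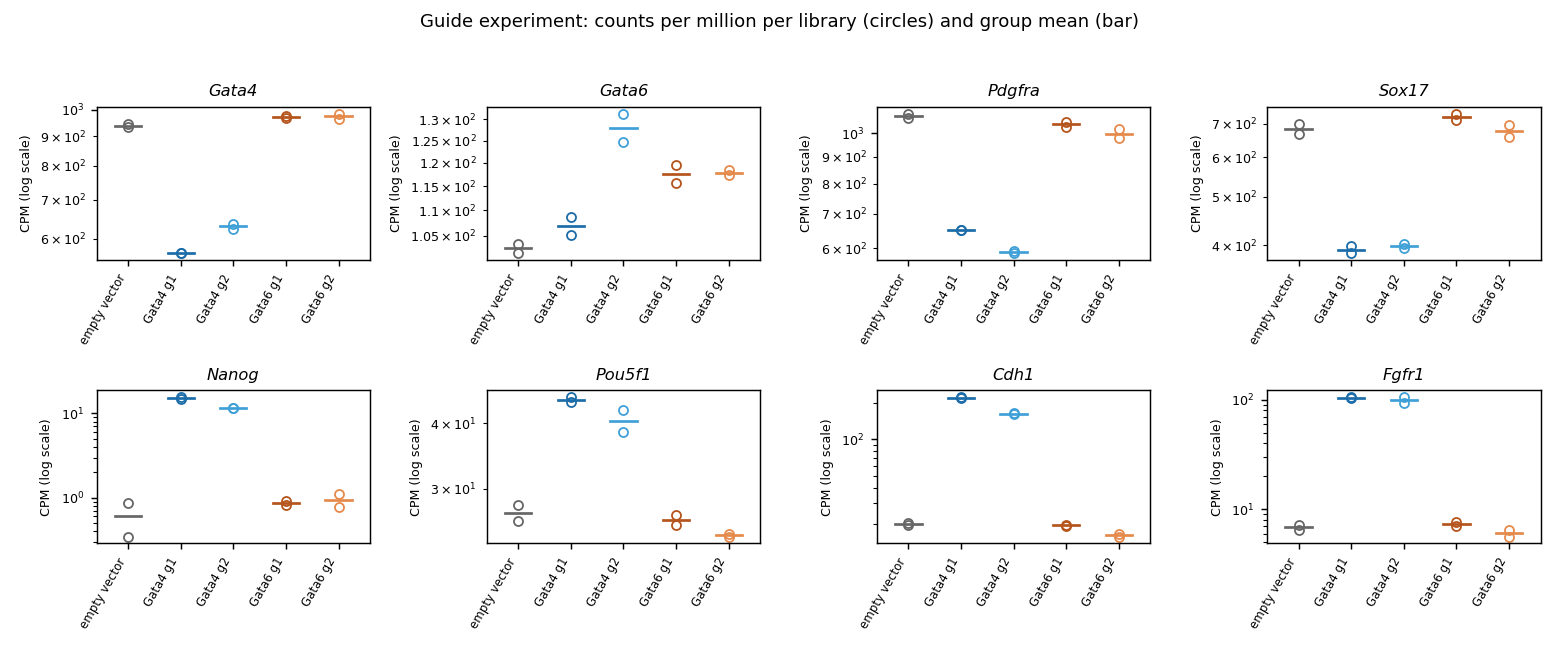
CPM (log scale) of 8 genes in each of the 10 guide libraries (circles), with the mean of each group as a bar; g1 and g2 are the guides. Gata4 lies lower with both Gata4 guides (598 against 937 CPM with the empty vector), where Nanog, Cdh1 and Fgfr1 lie higher, and Gata6 is not lower in libraries labelled Gata6 sgRNA.

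Whether loss of Gata4 moves reprogramming XEN cells away from endoderm was asked by comparing both Gata4 guides with the empty vector. Most primitive endoderm genes fell, most epithelial junction and keratin genes rose, and so did 20 of 35 measured pluripotency genes. The study reported that Gata4 knockout raised the share of iPS-like cells at this stage. Each library pools many cells, so changes within cells and changes in such shares cannot be told apart here. Nanog, a core factor of pluripotent cells, rose from 0.608 ± 0.369 CPM (SD, n = 2) to 13.3 ± 2.16 CPM (n = 4), a fold of 21.3, and Fgf4, a growth factor secreted by pluripotent cells, rose 135-fold to 13.3 ± 0.843 CPM. Fgf4 had 0.0457 and 0.148 CPM in the empty vector libraries, so the size of its fold is uncertain. Dab2 and Lrp2, which serve endocytosis in endoderm, fell to 0.485 and 0.513 of the empty vector level. The receptor Pdgfra and the transcription factor Sox17, both markers of primitive endoderm, fell to 0.574 and 0.578 of it. Of 13796 genes tested, 2027 were called higher and 994 lower (edgeR quasi-likelihood, BH-adjusted p under 0.05, fold of at least 1.5), and with both guides called separately 1758 were higher and 690 lower.

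The highest changes included those of matrix genes, a cytochrome P450 gene and a keratin gene, and the lowest included those of type VI collagen genes. Col1a2, a chain of type I collagen, (chromosome 6, 4504814 to 4541544), had 7011 counts with the Gata4 guides and 2 with the empty vector, a ratio of 2032 with a counting interval of 562 to 16780. For Postn, a matrix protein, the ratio was 871 (interval 241 to 7196). Cyp1b1, a cytochrome P450 enzyme, rose by 8.73 on the log2 scale (SE 0.27), the collagens Col5a2 and Col18a1 by 8.28 (SE 0.22) and 7.93 (SE 0.10), and Krt14 by 7.56 (SE 0.16). The lowest log2 fold changes were those of the carbonic anhydrase Car7 (−3.41, SE 0.09), Trp53i11 (−3.27, SE 0.07), the type VI collagen genes Col6a2 and Col6a1 (−3.03, SE 0.08, and −2.98, SE 0.05), the oxygen-sensing hydroxylase Egln3 (−2.49, SE 0.08) and the secreted signal Ihh (−2.46, SE 0.07). Adjusted p was at most 6.66e-38 for each of these 12 genes. Col6a2 (76595762 to 76623630) and Col6a1 (76708792 to 76726168) are neighbours on chromosome 10. Pou5f1 rose 1.57-fold (adjusted p = 3.98e-14), while Klf4 (0.801 of the empty vector level) and Sox2 (1.16-fold) did not reach the fold threshold. Reads of these 3 genes can come from the cassette.

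Primitive and visceral endoderm genes were mostly lower, and the pluripotency lists held more genes called higher than lower. List counts here are over members that passed the low-count filter, so members with few reads in every group are left out. Members with reads in the Gata4 libraries alone could pass it. Measured were 11 of 16 naive, 10 of 12 formative, 9 of 14 visceral endoderm, 8 of 14 fibroblast, 9 of 14 interferon, 5 of 12 neuroectoderm and 6 of 12 germline members. Of 15 measured primitive endoderm regulators and markers, 11 fell and 4 were not called (camera, BH-adjusted p = 2.81e-16, and 0.00411 with an estimated correlation). In the visceral endoderm list, 5 of 9 fell, among them Hnf4a (log2 −1.22) and Ihh, and 1 rose, Afp (log2 2.01), which was named after its values were seen. That list had adjusted p = 0.00168, and adjusted p = 0.0535 with an estimated correlation. Parietal endoderm and basement membrane genes moved both ways, with 4 of 16 higher, such as the perlecan gene Hspg2 (1.88-fold), and 3 lower, such as Fst, an activin antagonist (log2 −1.21), and Pth1r (−0.90). Its adjusted p of 0.000106 became adjusted p = 0.115 with an estimated correlation. Of 11 naive pluripotency genes, 7 rose, including Klf2 (8.24-fold) and Tbx3 (2.49-fold), and Klf5 fell (log2 −0.64), with adjusted p = 0.00129, and adjusted p = 0.0738 with an estimated correlation. Of 14 general pluripotency genes, 7 rose and Sall4 fell (log2 −0.75), and Dnmt3l, a cofactor of DNA methylation, rose 26.4-fold. Of 10 formative genes, 6 rose, among them Dnmt3b (3.15-fold) and Lin28b (4.16-fold). Neither list passed camera (adjusted p = 0.362 and 0.154), and both were higher by fry (adjusted p = 0.000181 and 1.56e-05).

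Epithelial and mesenchymal genes rose in the same libraries. Of 16 epithelial junction and keratin genes, 11 rose and 1 fell (camera, adjusted p = 2.52e-11, and 0.0204 with an estimated correlation). Cdh1, the adhesion molecule of epithelial cells, rose 9.43-fold to 191 ± 32.8 CPM (n = 4), Dsp of the desmosome 5.26-fold, and the keratins Krt8 and Krt18 2.18-fold and 2.47-fold. Of 9 mesenchymal genes, 5 rose, among them Fn1, a matrix protein (2.51-fold), and Tgfbi (log2 7.41), with adjusted p = 0.000466, and 0.0469 with an estimated correlation. Fibroblast and feeder markers rose in 6 of 8 measured members (adjusted p = 2.81e-16, and 0.00411 with an estimated correlation). Col1a1 was the most abundant of these, at 495 ± 8.68 CPM (n = 4) against 4.74 ± 0.298 (n = 2), while Col3a1 and Lum had 0.533 and 0.122 plain CPM with the Gata4 guides. The cells grew on feeder fibroblasts, and the cassette lies in the Col1a1 locus. Among 10 trophoblast genes, 6 rose, including Cdx2 (88.2-fold, to 4.53 CPM) and Gata3 (3.03-fold), and the list did not pass camera (adjusted p = 0.0752). Cdx2 had 0 and 0.0990 CPM in the empty vector libraries, so the size of its fold is uncertain.

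Signalling and stress lists changed as well. Of 16 FGF signalling genes, 11 rose and 3 fell (camera, adjusted p = 0.000341, and 0.0444 with an estimated correlation). The receptor Fgfr1 rose 14.8-fold and the feedback regulator Spred1 3.88-fold, and the receptor Fgfr4 of endoderm fell (log2 −0.90). Of 18 p53 targets, 12 rose (adjusted p = 1.56e-07, and 0.0155 with an estimated correlation), with Phlda3 2.24-fold, Trp53inp1 2.13-fold, the cell cycle inhibitor Cdkn1a 1.89-fold and Ccng1 1.71-fold. The label of the empty vector names no guide, so a response to cutting and one to loss of Gata4 cannot be told apart in this comparison. Interferon response genes rose in 8 of 9 members, from low levels, such as Ddx58 (4.49-fold, to 4.02 CPM) and Bst2 (1.85-fold). Isg15 had no read with the empty vector and was at least 30.9-fold higher. The list did not pass camera (adjusted p = 0.124), and was higher by fry (adjusted p = 2.73e-07). Of 10 WNT targets, with adjusted p = 0.124 by camera, 4 rose, among them Axin2 (3.40-fold) and Notum (log2 6.65), and 5 rose with p adjusted over the list alone. Counts adjusted over the list alone equalled those over all genes in the other lists of this comparison. Of 17 imprinted genes, 10 rose, such as Plagl1 (3.47-fold) and Peg3 (1.55-fold), with adjusted p = 2.80e-05, and adjusted p = 0.0535 with an estimated correlation.

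**Figure D2:**
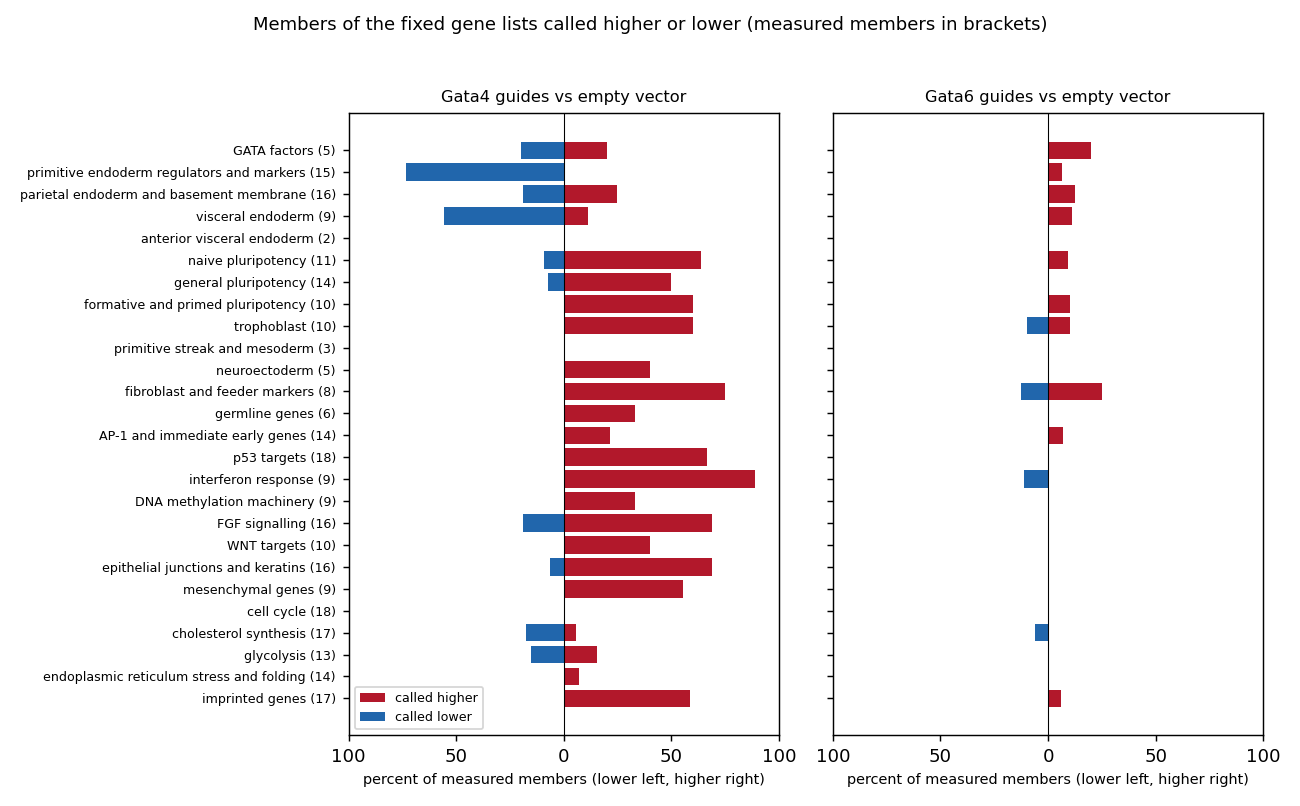
Percent of the measured members of each gene list called higher (right, red) or lower (left, blue) with the Gata4 guides (left panel) or in libraries labelled Gata6 sgRNA (right panel), each against the empty vector, with the number of measured members in brackets. With the Gata4 guides, 11 of 15 primitive endoderm genes were lower and 11 of 16 epithelial genes higher, and in libraries labelled Gata6 sgRNA at most 2 members of a list were called in 1 direction.

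Metabolic lists showed few calls. Of 17 cholesterol synthesis genes, 3 fell, among them the regulators Insig1 (log2 −1.70) and Pcsk9 (−2.37), and 1 rose (adjusted p = 0.00973, and adjusted p = 0.0956 with an estimated correlation). Of 13 glycolysis genes, the glucose transporter Slc2a1 (2.42-fold) and the hexokinase Hk2 (3.70-fold) rose, and 2 fell, including Pfkl (log2 −0.95), with adjusted p = 0.124. Calls were also made for 3 of 9 DNA methylation genes, 3 of 14 immediate early genes such as Fosl2 (2.26-fold), 2 of 5 neuroectoderm genes, 2 of 6 germline genes and 1 of 14 ER folding genes, all higher. In the GATA factor list Gata3 was higher and Gata4 lower among 5 measured. None of these 6 lists passed camera (adjusted p of 0.124 to 0.814). None of the 18 cell cycle genes was called by edgeR, although 13 had an unadjusted p under 0.05 (DESeq2 called 0), and the proliferation marker Mki67 was at 0.837 of the empty vector level. The 3 measured primitive streak genes and 2 measured anterior visceral endoderm genes were not called by edgeR, with 1 of each list at an unadjusted p under 0.05 (DESeq2 called 0). Of the sex-linked list, Xist passed the filter and did not differ (log2 0.00, adjusted p = 0.937). The median or mean and the camera direction differed in sign for the GATA factor and ER folding lists. By fry, every tested list of this comparison except the GATA factors (0.0866) had an adjusted p under 0.05. That included the trophoblast list, higher (7.32e-06), but also the cell cycle list (0.0295), in which no gene was called.

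Libraries labelled Gata6 sgRNA differed from the empty vector in fewer genes, and most changes were small. The largest rises among genes of at least 10 CPM were those of Ctgf, a matricellular protein, at 287 ± 47.7 CPM (SD, n = 4) against 169 ± 1.22 (n = 2), a fold of 1.68, and of the syndecan Sdc1 (1.68-fold), the nuclear receptor Nr4a3 (1.65-fold), the sulfatase Sulf1 (1.61-fold), Clmn (1.61-fold) and the transporter Slc6a15 (1.56-fold). Col6a2 (0.537 of the empty vector level), the matrix protease Mmp2 (0.555), Trp53i11 (0.582), Col6a1 (0.605), Ankle1 (0.634) and Car7 (0.634) fell. Of 13796 genes, 137 were called higher and 89 lower (edgeR quasi-likelihood, BH-adjusted), and 51 and 12 of them with each guide separately. With counts summed per guide, a fit chosen after the data were seen, 7 were called higher and 1 lower, and of the 12 genes above Sdc1 and Mmp2 were still called. The calls of Nr4a3 and Clmn ended without empty vector replicate 2 (log2 0.56 and 0.58), and that of Ankle1 without empty vector replicate 1 (log2 −0.50), since each fell below the fold threshold.

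Each pluripotency and endoderm list held at most 2 calls in the libraries labelled Gata6 sgRNA. Nanog had 0.906 ± 0.158 CPM (n = 4) against 0.608 ± 0.369 (n = 2) and was not called (adjusted p = 0.163), but was called without empty vector replicate 1 (log2 1.38, adjusted p = 0.00956). Pou5f1 (adjusted p = 0.382), Klf4 (0.446) and Sox2 (log2 −0.16, adjusted p = 0.0149) were not called. Klf2 was the single called naive gene of 11, at 1.57-fold, and was not called without Gata6 sgRNA 2 replicate 2 (log2 0.57). Among 15 primitive endoderm genes Cubn, an endocytic receptor, was called higher (1.56-fold) and lost its call without empty vector replicate 2 (adjusted p = 0.142). With p adjusted over the list alone, 1 further gene was called lower in each of the primitive endoderm, general pluripotency and immediate early lists, and 1 further gene higher in the trophoblast list. Basement membrane genes moved little, with Hspg2 1.46-fold, Nid2 1.27-fold and the laminins Lama1 and Lamc1 1.14-fold and 1.13-fold higher and Fst (log2 −0.17) and Pth1r (−0.09) lower. Those 6 were under the fold threshold, and 2 of the 16 list members were called (camera, adjusted p = 1.30e-11, and adjusted p = 0.105 with an estimated correlation). No list of this comparison passed camera with an estimated correlation, where the lowest adjusted p was 0.105. None of the 18 p53 targets was called by edgeR, although 9 had an unadjusted p under 0.05 (DESeq2 called 0), and the list had adjusted p = 0.000767, and adjusted p = 0.105 with an estimated correlation. The preset camera test was also passed by the visceral endoderm list, lower (adjusted p = 0.00182, and adjusted p = 0.105 with an estimated correlation), and the naive list, higher (adjusted p = 0.00758, and adjusted p = 0.137 with an estimated correlation). It was further passed by the glycolysis list, lower, and by the ER folding, neuroectoderm and immediate early lists, higher, with adjusted p = 0.105, 0.137, 0.165 and 0.137 with an estimated correlation.

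The Gata4 guides were also compared directly with the libraries labelled Gata6 sgRNA, which uses no empty vector library. Cdh1 was 10.6-fold, Fgfr1 15.3-fold, Klf2 5.23-fold and Nanog 14.5-fold higher with the Gata4 guides (13.3 ± 2.16 against 0.906 ± 0.158 CPM, n = 4 each). Lrp2 (log2 −1.08), Sox17 (−0.83), Pdgfra (−0.72), Gata4 (−0.70) and the laminin Lama1 (−0.64) were lower. The highest log2 differences were those of Col1a2 (8.46), Col5a2 (7.69), Cyp1b1 (7.47), Krt14 (7.35), Wisp1, a matricellular protein (7.05), and Col18a1 (6.95), and the lowest were those of Car7 (−2.76), Trp53i11 (−2.49), Col6a1 (−2.26), Egln3 (−2.22), Col6a2 (−2.13) and Ihh (−2.02). Pou5f1 was 1.68-fold higher, while Sox2 (1.29-fold), Klf4 (0.819) and Gata6 (0.993) did not reach the fold threshold. Of 13796 genes, 1955 were higher and 678 lower (edgeR quasi-likelihood, BH-adjusted). By list, 10 of 15 primitive endoderm genes and 5 of 16 parietal endoderm genes were lower (2 parietal higher), and 11 of 16 epithelial and 11 of 16 FGF signalling genes higher (3 FGF lower), each with an adjusted p of at most 0.0302 by camera with an estimated correlation. Of 18 p53 targets, 9 were higher with the Gata4 guides (camera, adjusted p = 8.58e-07, and 0.0164 with an estimated correlation). Both sides had received a guide here, but the mRNA did not show an edit of Gata6. Naive genes (7 higher, 1 lower of 11) had adjusted p = 0.00246 by camera, and adjusted p = 0.0928 with an estimated correlation. Counts adjusted over the list alone equalled those over all genes in this comparison.

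Changes against the empty vector overlapped between the target genes. Of the called genes, 128 were higher and 36 lower with both, against 20.1 and 6.41 for independent lists, and 23 were higher with the Gata4 guides and lower in the libraries labelled Gata6 sgRNA. In simulated unchanged groups set against the same controls these overlaps were 0 and 0, which follows from the absence of effects there and gives no level for the shared controls. Across 8839 genes of at least 10 CPM, which are not independent replicates, the log2 fold changes had a correlation of 0.604, against 0.658 in the simulation, and a covariance of 0.0529 against a simulated 0.00219. With a different empty vector library for each target, a fit chosen after the data were seen, the covariance was 0.0554 or 0.0493 (r of 0.555 or 0.528), and 98 and 20 or 95 and 20 genes were higher and lower with both. Each control was then 1 library, and the libraries may share a culture, so part or all of the excess may come from them. The 2 guides of 1 target were close for Gata4, where 63 genes were higher and 23 lower with guide 1 than with guide 2. For the libraries labelled Gata6 sgRNA these counts were 10 and 33 (edgeR quasi-likelihood, BH-adjusted). Without Gata4 sgRNA 1 replicate 1 the Gata4 counts were 41 and 15, and the higher count for Gata6 was 6 or 5 without Gata6 sgRNA 1 replicate 1 or 2.

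Whether the guides move the genes that separate iPS from XEN cells was asked with gene sets from the line experiment, which shares no library with the guide experiment. Of the 1845 genes higher with the Gata4 guides and tested in both tables, 825 were higher in iPS than in XEN cells (44.7%), against 11.3% of genes not called (odds ratio 6.38, Fisher's exact test, two-sided p = 1.32e-226). Of 923 genes lower with these guides, 371 were higher in XEN cells (40.2% against 17.2%, odds ratio 3.23, Fisher's exact p = 7.61e-55). Genes are not independent, so these p-values are too small. Genes not called were not matched to called genes for expression level, so an effect of level on these ratios was not tested. In the opposite directions, 110 of the 923 lower genes were iPS-high (odds ratio 1.07) and 206 of the 1845 higher genes XEN-high (odds ratio 0.605). For libraries labelled Gata6 sgRNA, 46 of 129 higher genes were iPS-high (odds ratio 3.01, Fisher's exact p = 2.76e-08), and so were 44 of 82 lower genes (53.7%, odds ratio 6.29), where 4 of 82 were XEN-high (odds ratio 0.232, p = 0.000763). The last ratio was 0.734 with guide 1 and 0.803 with guide 2 alone, and 0.778 without empty vector replicate 2, 0.510 without Gata6 sgRNA 1 replicate 1 and 0.518 without Gata6 sgRNA 2 replicate 2, and none of these passed the test. Across 13192 genes, the log2 fold change of iPS against XEN cells had a Pearson correlation of 0.464 with that of the Gata4 guides (Spearman 0.316) and of 0.0181 with that of the libraries labelled Gata6 sgRNA (0.0273).

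**Figure D3:**
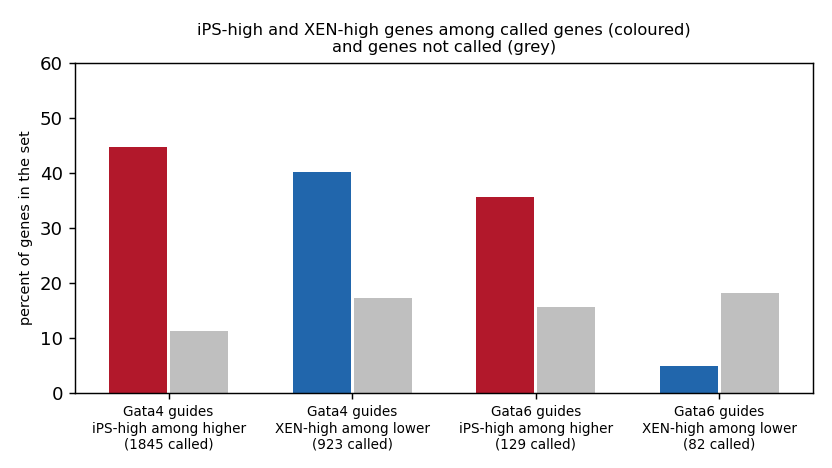
Percent of genes called higher with a guide set that are iPS-high, and of genes called lower that are XEN-high (coloured bars), beside the percent among genes not called (grey bars). With the Gata4 guides the bars reach 44.7% against 11.3% and 40.2% against 17.2%, while in libraries labelled Gata6 sgRNA 4 of 82 lower genes were XEN-high. Of these 82 genes, 44 were iPS-high, which is not drawn.

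iPS cells and XEN cells differed in the genes that define each state. Pou5f1, Sox2 and Nanog, the core factors of pluripotency, had 325 ± 45.1, 344 ± 48.4 and 929 ± 320 CPM in iPS cells (SD, n = 6) and means of at most 0.156 CPM in XEN cells (n = 5). Gata4 had 468 ± 257 CPM and Gata6 430 ± 385 CPM in XEN cells, against 0.912 ± 0.398 and 1.19 ± 0.600 in iPS cells (log2 −9.03, SE 0.45, and −8.12, SE 0.76). Lefty2, Gdf3, Nr0b1 and Hormad1 had no read in XEN cells and were at least 13675-fold, 6940-fold, 5495-fold and 2926-fold higher in iPS cells. The Nodal co-receptor Tdgf1 was higher by 15.77 on the log2 scale (SE 0.47), and Fgf4, with 1 count in XEN cells, had a ratio with a counting interval of 9706 to 2136070. The water channel Aqp8 (log2 −12.10, SE 0.49), Tfec (−11.43, SE 0.55), Nepn (−11.34, SE 0.30), Ugt2b34 (−11.01, SE 0.48), the endoderm factor Foxa2 (−10.89, SE 0.53) and Hkdc1 (−10.65, SE 0.40) were lowest. Nepn and Tfec were highest in the XEN 3F4 library, at 468 and 93.5 CPM, where the next XEN library had 13.8 and 35.0. Klf4 was not called (185 ± 100 against 175 ± 45.8 CPM, adjusted p = 0.948). Of 15041 genes, 3451 were higher and 2393 lower in iPS cells (edgeR quasi-likelihood, BH-adjusted p under 0.01, fold of at least 2). Counts summed per line and state gave 808 and 850.

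**Figure D4:**
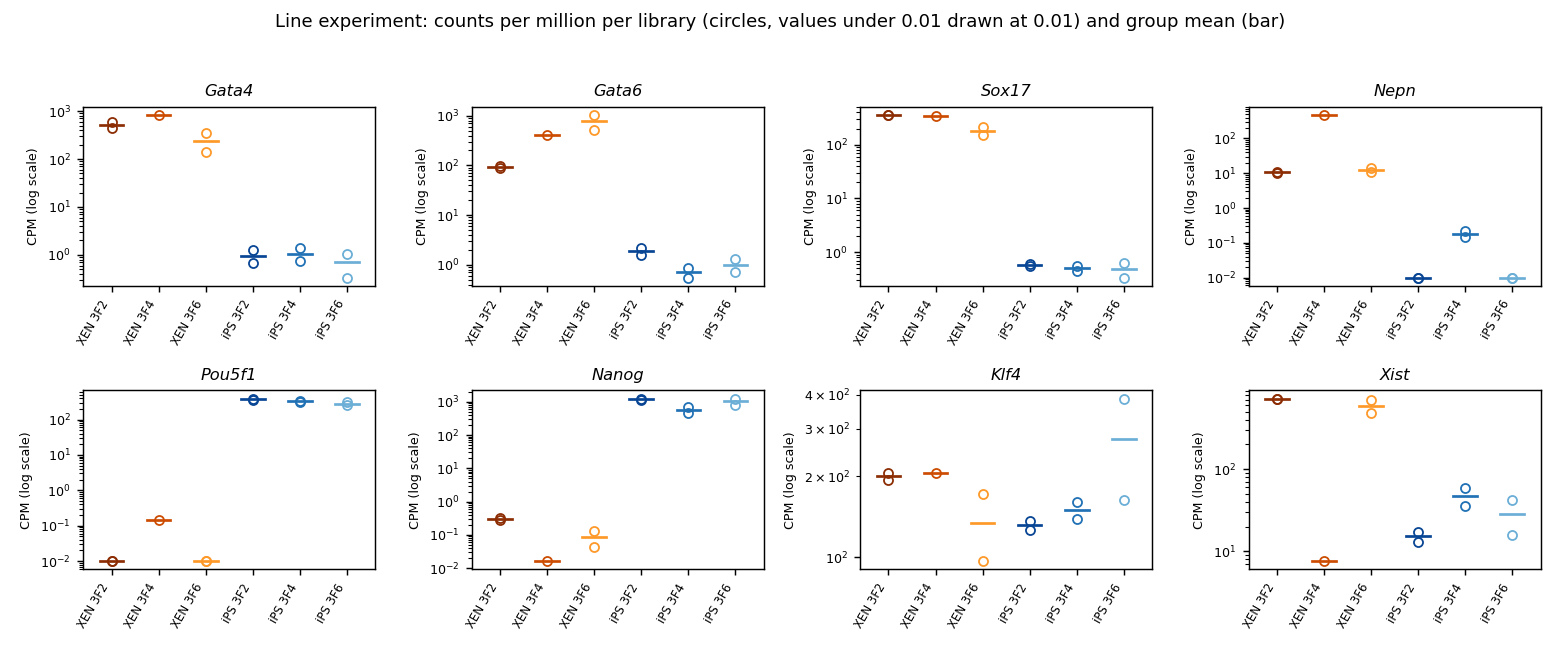
CPM (log scale) of 8 genes in each of the 11 line libraries (circles, values under 0.01 drawn at 0.01), with the mean of each group as a bar. Gata4, Gata6 and Sox17 are high in XEN and near the floor in iPS cells, Pou5f1 and Nanog the reverse, Klf4 overlaps (185 and 175 CPM), and Nepn is highest in the single XEN 3F4 library (468 CPM).

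Most primitive and parietal endoderm genes differed, while visceral endoderm genes moved both ways. In iPS cells 14 of 15 primitive endoderm genes were lower, including Sox17 (log2 −9.07), Pdgfra (−9.67) and Dab2 (−7.34), and 14 of 16 parietal endoderm and basement membrane genes, with the laminins Lama1 (−6.90), Lamb1 (−6.47) and Lamc1 (−4.48) and the activin antagonist Fst (−9.79). Both lists passed camera (adjusted p = 3.32e-21 each, and 0.00426 and 0.0293 with an estimated correlation). Higher in iPS cells were 13 of 16 naive genes, such as Esrrb (log2 13.27) and Nr5a2 (7.19), and 11 of 14 general pluripotency genes, such as Dppa2 (10.67), where Lin28a, named after its values were seen, was lower (−1.06), with adjusted p = 0.00230 and 0.000700 with an estimated correlation. Of 12 formative genes 10 were higher, among them Otx2 (11.06) and Zic3 (9.18), and Sall2 was lower (−2.23), with adjusted p = 3.75e-05, and adjusted p = 0.180 with an estimated correlation. Of 12 germline genes 11 were higher, with Mael, which had no read in XEN cells, at least 2451-fold and Ddx4 8.88 on the log2 scale (adjusted p = 7.11e-08, and adjusted p = 0.152 with an estimated correlation). Adjusted over the list alone, counts were 14 naive, 12 germline, 5 neuroectoderm and 9 FGF signalling genes higher, and equal to those over all genes in the other lists.

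ER folding genes were lower in iPS cells, with 10 of 14 lower and 2 higher. The chaperone Hspa5 had 610 ± 163 CPM in iPS (n = 6) and 2172 ± 546 in XEN cells (n = 5), and Pdia6 and Xbp1 were lower by log2 −1.83 and −1.82 (camera, adjusted p = 0.00501, and adjusted p = 0.286 with an estimated correlation). Among 9 DNA methylation genes, Tet1 (8.33-fold), Tet2 (11.6-fold) and Dnmt3l (log2 10.38) were among 6 higher and Tet3 was lower (log2 −2.28), and of 16 epithelial genes 8 were higher, including Epcam (5.95-fold), and 2 lower. Vim and Snai1, which mark mesenchymal cells, were lower (log2 −3.35 and −5.19) among 3 lower and 3 higher of 9. FGF signalling genes were 8 higher and 3 lower of 15, with Fgfr1 9.39-fold higher and Fgfr3 lower (log2 −4.54). Of 18 imprinted genes 7 were higher, such as Mest (82.2-fold) and Snrpn (27.8-fold), and 3 lower, such as Sfmbt2 (0.249 of the XEN level). None of these 5 lists passed camera (adjusted p of 0.0530 to 0.505). Further counts higher and lower were 6 and 0 of 9 interferon genes, 5 and 0 of 9 trophoblast genes, 4 and 1 of 10 WNT targets, 4 and 1 of 6 neuroectoderm genes, 3 and 1 of 7 fibroblast markers, 3 and 0 of 5 primitive streak genes, 3 and 0 of 13 glycolysis genes, 2 and 1 of 4 anterior visceral endoderm genes, 2 and 3 of 10 visceral endoderm genes, 2 and 3 of 18 p53 targets, 1 and 0 of 18 cell cycle genes, 1 and 5 of 17 cholesterol synthesis genes, 1 and 2 of 5 GATA factors and 0 and 4 of 13 immediate early genes, and none of these lists passed camera (adjusted p of 0.0822 to 0.788). The median, mean and camera direction differed in sign for the GATA factor, visceral and anterior visceral endoderm, p53 and mesenchymal lists. By fry, the lists with an adjusted p over 0.05 were visceral (0.135) and anterior visceral endoderm (0.614), immediate early (0.0616), p53 (0.813) and cholesterol synthesis (0.0712).

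The change from XEN to iPS cells differed between lines for 840 genes by the interaction test (edgeR quasi-likelihood, BH-adjusted p under 0.01). Gata6 was lower in iPS cells by log2 −5.65 in line 3F2, −9.21 in 3F4 and −9.62 in 3F6 (adjusted p = 0.00377), where Gata4 had −9.09, −9.60 and −8.49 (adjusted p = 0.711). Xist, the RNA that coats the inactive X chromosome, was lower in iPS cells in lines 3F2 (log2 −5.56) and 3F6 (−4.35) and higher in 3F4 (2.63, adjusted p = 0.00127). Over all lines Xist was lower (log2 −4.19, adjusted p = 0.00874). This call did not hold without any 1 of 10 libraries, with adjusted p from 0.0103 without iPS 3F4 replicate 1 to 0.0412 without iPS 3F2 replicate 1, and held without XEN 3F4 replicate 1 (log2 −4.96). The Y-linked gene Ddx3y had 42.2 plain CPM in XEN 3F4 and 9.38 in iPS 3F6 replicate 1, and no read in the other libraries. Xist had 7.46 plain CPM in XEN 3F4, against 459 to 689 in the other XEN libraries. The interaction count was 1788 without the low-count filter, 1309 without both 3F6 libraries numbered 1 (a fit chosen after the data were seen), 253 without line 3F4 and 308 to 969 when a library was left out, with 308 and 324 without iPS 3F2 replicates 1 and 2, 351 and 365 without XEN 3F2 replicates 1 and 2, 416 and 457 without iPS 3F4 replicates 1 and 2, and 327 without XEN 3F4 replicate 1.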

Values the study reported

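The study reported that knockout of Gata4 raised pluripotency-associated genes moderately, by about 2 to 4 fold, during the XEN-to-iPS transition.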

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

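Of the tests below, those of shared empty vector libraries and of loss of the Y chromosome were chosen before their result was seen, and the tests of carried-over reads, feeder fibroblasts, the cassette, reads from another library and other splits of the guides and of the line groups were chosen after the result was seen.

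Called changes were shared between the Gata4 guides and the libraries labelled Gata6 sgRNA, with 128 genes higher and 36 lower in both. Reads carried over from the Gata4 libraries would move all genes by 1 share, but 5 genes with at most 0.1 CPM with the empty vector and at least 10 CPM with the Gata4 guides lay at a median of 0.326% of the way to the Gata4 level (highest 0.876%), against 29.2% (quartiles 11.5 and 63.4) over the 164 shared genes. Chance values of the shared empty vector libraries, unrelated to the Gata4 change, are argued against as the whole source. Across 8839 genes the change of the Gata6-labelled libraries correlated with that of Gata4 guides against Gata6-labelled libraries (r = 0.425, Spearman 0.386). The second change uses no empty vector library, and chance values of the Gata6-labelled libraries would make the correlation negative. A shift of the empty vector libraries away from the Gata4 change would also make it positive, so such a shift stays open. Part or all of the overlap may still come from the shared controls, whose libraries may share a culture. An effect of the Gata6 guides on the same genes stays open as an untested hypothesis, since Gata6 mRNA was not lower. Libraries of 1 guide are not independent, and the 4 guides of Gata4 and Gata6 give 3 splits, too few for a share under 0.05. In a fit of these 8 libraries alone as 2 groups, where the fit of all 5 groups called 1955 higher and 678 lower, the real one called 2346 genes, and the highest of the others called 0 by edgeR, where up to 342 had an unadjusted p under 0.05.

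Col1a1, Col1a2 and Postn rose with the Gata4 guides, and the cells grew on feeder fibroblasts. Fibroblasts in the sorted cells would bring their other abundant transcripts, but Col3a1 lay at 1.10% of the Col1a2 level (0.533 against 48.6 plain CPM), with Dcn at 1.05 and Lum at 0.122 plain CPM. Transcription from the cassette in the Col1a1 locus on chromosome 11 does not reach Col1a2 on chromosome 6 or Postn on chromosome 3, and the fitted log2 fold change of Col1a2 was 10.78, on 2 counts with the empty vector. For Col1a1 itself the cassette and a change of the cells cannot be told apart, because Pou5f1 rose and Klf4 had a log2 fold change of −0.32, and the counts do not separate cassette reads from the genes' own. Expression of these genes by the cells after loss of Gata4 stays open as a hypothesis that may fit Col1a2 and Postn.

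Y-linked reads were in XEN 3F4 and in iPS 3F6 replicate 1, and not above trace levels in the other line libraries. Male feeder fibroblasts are argued against, since Col1a2, far above Y-linked genes in fibroblasts, was at 0.603% of Ddx3y in XEN 3F4 and at 42.8% in iPS 3F6 replicate 1, although Col1a1 (4.31 plain CPM) and Col3a1 (2.83) were above replicate 2 there, so a small share of fibroblast reads stays open. Reads from the XEN 3F4 library in iPS 3F6 replicate 1 are argued against as well, since Gata4 was at 0.493% of the 179 CPM that the Ddx3y share of 22.2% would give. Loss of the Y chromosome on the way to iPS 3F4 may account for the absence of Ddx3y there, but X-linked levels cannot decide it. Over 338 X-linked and 8313 autosomal genes iPS 3F4 lay lower on the X by −0.99 on the log2 scale than the other iPS lines, with +0.30 for 3F2 and +0.66 for 3F6. The X-linked median was 79.6% and 80.0% of the autosomal one in iPS 3F4 and 81.8% in XEN 3F4. It was 86.5% and 92.0% in XEN 3F2, which had high Xist and no Ddx3y read. A single X and 2 X chromosomes with 1 silent can therefore not be told apart by this measure. Cells of another line or a wrong label in XEN 3F4 or iPS 3F6 replicate 1 was not tested and stays open. Xist was at 68.8 and 43.3 plain CPM in iPS 3F4, against 7.46 in XEN 3F4 and 14.1 to 34.5 in the other iPS libraries.

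Of 383 groups of libraries tested for a value far from the others, 39 had one. The usual chance rate of about 1 in 20 does not apply here, since the groups pooled guides or lines. Where all other libraries of a group had no read, a library with any read was always flagged. The total count of Gata4 sgRNA 1 replicate 1 was 44459731, where the next was 33180998. In the guide experiment single libraries stood apart for Col5a2 (33.9 CPM, Gata4 sgRNA 2 replicate 1) and Fgfr1 (93.1, Gata4 sgRNA 2 replicate 2). Among libraries labelled Gata6 sgRNA this held for Lin28b (5.80) and Sdc1 (24.1) in sgRNA 2 replicate 1, Ifi35 (0.546) in sgRNA 2 replicate 2, Tex19.1 (1.14) in sgRNA 1 replicate 2 and Hand1 (0.0462) in sgRNA 1 replicate 1.

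The XEN 3F4 library stood apart from the other XEN libraries for many of these. It is the only XEN library of its line, so a difference of line and one of this library cannot be told apart. Its 20 most abundant genes held 15.1% of counts and the RNA Gm26917 1.93%. It was higher for Nepn (468 CPM), Tfec (93.5), Jun (181), Ddx58 (13.9), Dnmt3l (1.34), Etv5 (51.4), Snai1 (75.9), Sfmbt2 (454) and Cldn4 (0.810), and lower for Fbn1 (9.55) and Vim (672). Near the floor it held traces of Pou5f1 (0.146), Fgf4 (0.0162), Lefty1 (0.227), Esrrb (0.130), Hand1 (0.194) and Gdf15 (0.113), which the other XEN libraries lacked. In iPS 3F6 replicate 1 Klf4 (388 CPM), Nr0b1 (166), Dppa4 (276), Krt7 (17.2) and Ascl2 (28.6) were higher than in the other iPS libraries. Lamb1 (218) and Pfkp (627) were highest in iPS 3F4 replicate 1, Tfec (0.0716) in iPS 3F4 replicate 2, and Cldn4 (49.1) was lowest in iPS 3F2 replicate 1. Among XEN libraries Thy1 (0.0387) was seen in 3F2 replicate 2 alone, Col1a1 (0.0852) in 3F6 replicate 1 alone, and Xbp1 (196) was lowest in 3F6 replicate 1.

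The change from XEN to iPS cells differed between lines for 840 genes by the interaction test (edgeR quasi-likelihood, BH-adjusted). The adjusted p was 0.00377 for Gata6, 0.00844 for Pou5f1, 0.000782 for Cubn, 0.00886 for Hand1, 0.00117 for Fbn1, 0.00733 for Jun, 0.000363 for Ddx58, 0.000596 for Dnmt3l, 0.00260 for Ccnd1, 0.00199 for Grhl2, 0.00397 for Cldn4 and 0.00127 for Xist. Pou5f1 changed by log2 17.08, 11.10 and 16.69 in 3F2, 3F4 and 3F6. Among XEN libraries only XEN 3F4 held reads of Pou5f1 (0.146 CPM) and Hand1 (0.194 CPM). The line differences of these genes therefore depend on traces in that library. Its Cldn4 (0.810 CPM) and Dnmt3l (1.34 CPM) were also near the floor. Over all lines, the 6 groups of a line and state give 10 splits, too few for a share under 0.05. The real one called 5844 genes and the highest of the others 9.

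The guides of 1 target differed for 86 genes with the Gata4 guides and for 43 in the libraries labelled Gata6 sgRNA. On the log2 scale guide 1 was above guide 2 of Gata4 by 0.89 for Col6a1, 0.79 for Col6a2, 0.84 for Egln3, 0.74 for Trp53i11, 0.74 for Gata2, 0.74 for Ascl2, 0.60 for Apoe and 0.72 for H19, and differed by −0.72 for Cubn.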

How the results depend on the processing

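Fits with counts summed per guide, with halved counts, with the histone share as a covariate and without both 3F6 libraries numbered 1, with or without line 3F4, were chosen after the data were seen, and the rest before. No call of a named gene changed with the Gata4 guides against the empty vector (711 values of 79 genes). Against the empty vector, libraries labelled Gata6 sgRNA had 404 of 440 values unchanged in call, 35 that lost and 1 that gained it, over 20 genes. These numbers were 579 of 583 for Gata4 against Gata6-labelled libraries, with 4 lost, and 1163 of 1176 for iPS against XEN cells, with 13 lost. Lists were followed by fry only, at an adjusted p under 0.05, and camera was not run under the alternatives. Of 312 list values by fry, 288 kept their result, 19 lost and 4 gained it, and 1 turned. ER folding genes with Gata4 sgRNA 2 alone had adjusted p = 0.0360 by fry in the other direction. The causes were not tested unless named.

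With a log2 fold change of at least 1.5, counts higher and lower were 1192 and 199 with the Gata4 guides, 34 and 26 in libraries labelled Gata6 sgRNA and 1148 and 108 between them. Without a fold threshold they were 4177 and 4114, 1376 and 1105, and 4115 and 4178. DESeq2 called 59 genes lower in libraries labelled Gata6 sgRNA, 37 and 15 between the Gata4 guides and 3 and 21 between the Gata6 guides. Gata6 sgRNA 1 alone gave 82 and 39, both guides separately 51 and 12, and counts summed per guide 7 and 1, where 5 sums leave 2 residual degrees of freedom. The odds ratio of XEN-high genes among those lower in libraries labelled Gata6 sgRNA was 0.286 at a fold of 4 for iPS against XEN, 0.734 and 0.803 with sgRNA 1 and sgRNA 2 alone and 0 with summed counts, where that of iPS-high genes among higher ones was 3.44, and none of these passed the test. iPS against XEN gave 3629 genes lower at an adjusted p under 0.05 and a fold of at least 1.5, and 808 higher and 850 lower with counts summed per line and state. The count by line was 1788 without the low-count filter, 253 without line 3F4 and 1309 without both 3F6 libraries numbered 1.

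When 1 library was left out, that odds ratio was 0.179 to 0.778, the counts between the Gata4 guides were 41 to 58 and 15 to 19, between the Gata6 guides 5 to 9 higher, and by line 308 to 969. Counts with the Gata4 guides were 1858 to 1996 and 925 to 994, in libraries labelled Gata6 sgRNA 113 to 126 and 65 to 97, and for iPS against XEN 3007 to 3867 and 2134 to 2517. A lone library left in a group is assumed to vary like the others. Same-numbered guide libraries did not deviate together (r of −0.0402 to 0.0619 over 10 pairs of groups). In the line experiment the r of iPS and XEN libraries was 0.821 in 3F6 and −0.704 in 3F2. Across lines it was 0.770 for iPS 3F2 with XEN 3F6, 0.648 for iPS 3F2 with iPS 3F6 and −0.650 for XEN 3F2 with XEN 3F6. For iPS 3F4 it was −0.0386 to 0.136 with the other groups. Libraries of 3F2 and 3F6 therefore deviated together, but not in the order of their numbers. The main fit of iPS against XEN does not model this shared deviation. Both 3F6 libraries numbered 1 shared a low share of histone counts (0.0903% in iPS and 0.139% in XEN, against 0.349% and 0.357% in those numbered 2) and more even counts (81.7% and 82.0%, against 75.3% and 75.8%), and the labels name no batch. Without them iPS against XEN gave 3445 and 2400 genes, and with the histone share as a covariate 3439 and 2454. With a replicate block the counts were 2003 and 977, 130 and 82, 1945 and 671, 57 and 20, and 8 and 33 in the guide experiment, and 2858 and 2125 for iPS against XEN. In simulated counts 9% of genes changed 2-fold and 63% of those changed 4-fold were recovered for iPS against XEN. A fold of 2 is also the threshold of the call, so the 9% reflects this threshold as well as the spread between libraries.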

Other observations

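The tally of pluripotency genes by fold was chosen after the data were seen. Further single genes differed between iPS and XEN cells. Ccnd1, a D-type cyclin, had 144 ± 75.3 CPM in iPS cells (SD, n = 6) and 1.30 ± 0.999 in XEN cells (n = 5), and Ccne1, an E-type cyclin and the 1 gene called of 18 in the cell cycle list, was 4.86-fold higher (edgeR quasi-likelihood, BH-adjusted p = 4.82e-06). Cldn4, a tight junction protein, and Grhl2, a factor of epithelial cells, were higher by 8.98 and 7.43 on the log2 scale, and the phosphofructokinase gene Pfkp by 6.94. Etv5, a target of FGF signalling, was 15.4-fold higher. With the Gata4 guides, Nes rose 2.12-fold, Tet2 2.67-fold, Tex19.1 4.55-fold and Ascl2 5.25-fold against the empty vector.

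Of 35 measured genes in the 3 pluripotency lists, 20 were called higher with the Gata4 guides, 2 of them by less than 2-fold, 4 by 2 to 4-fold and 14 by more, and 2 were called lower. Over all measured members the median was 2.49-fold in the naive, 1.75-fold in the general and 3.62-fold in the formative list, within or near the range quoted from the study above. The median of the 20 genes called higher, which are selected for a rise, was 9.84-fold, or 3.30 on the log2 scale. That is higher than the quoted range, which the study gives as a fold, and the gene sets differ. The lists here hold Pou5f1, Sox2 and Klf4, whose reads can come from the cassette.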
